A study of Homo sapiens with 18 samples. Its data were reported in "Noncanonical association of EZH2 with E2F1 promotes tumor proliferation through chromatin remodeling" (2025).

How the data were processed

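Polyadenylated RNA of MDA-MB-231 cells was sequenced in 10 distinct libraries, 2 for each of control shRNA, shEZH2, shE2F1, DMSO and GSK126. Per the labels, cells were exposed to lentivirus for 24 h before puromycin selection for 72 h, or were treated with DMSO or with 1 uM GSK126 for 72 h. Libraries were made with a strand-specific kit after selection on poly(A). Of the 18 sample records, 8 repeated another record value for value, and each library was used 1 time. Groups and replicate numbers came from the labels.

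Per the methods of the study, the authors mapped reads with STAR to the hg38 genome with an Ensembl annotation, and estimated abundance per gene with RSEM, with read start positions modelled. The deposited files hold RSEM expected counts for 62703 Ensembl genes per library, in which a read that maps to several genes is divided between them. The deposited files also hold TPM, transcript abundances scaled by gene length and library, which were not used in any test, and the effective gene length, which was used in an alternative. The RSEM version, and whether counting took the strand into account, are not stated, so that reads of overlapping genes on opposite strands may have been counted together. Gene names and GRCh38 coordinates were taken from GENCODE release 44 (Ensembl release 110), a later release than the authors used. Of the gene identifiers, 62625 (99.9%) were found there and 40559 had a unique symbol.

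Expected counts were rounded and analysed in R 4.3.3 with edgeR 4.0.16. Genes were kept by filterByExpr, libraries were scaled by TMM, and contrasts were tested by the quasi-likelihood F-test with Benjamini-Hochberg adjustment over all genes tested. The 6 knockdown libraries were fitted together and the 4 drug libraries apart, with no covariate, and the difference between knockdown and inhibitor was tested in a fit of all 10. A gene was called at an adjusted p under 0.01 and a change of more than 2-fold, the thresholds of the study. The study used DESeq2, which was run here as an alternative (version 1.42.0). The biological coefficient of variation was 0.095 in the knockdown fit and 0.126 in the drug fit, or 0.024 with the replicate as a block, where 1 residual degree of freedom remained. With totals from 13198932 to 20055550 counts per library, a count of 0 allows up to 0.150 to 0.227 CPM, by counting error only.

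Named genes followed a rule set in advance. It comprised EZH2, E2F1, SUZ12, EED, EZH1, RBBP4, RBBP7, CDC20, CCNB1, PLK1, E2F5 and RRM2 in every comparison. To these it added, for each knockdown, the 5 called genes in each direction with the largest change among genes with a symbol, a mean of at least 200 counts and both treated libraries on the same side of both control libraries. For genes called in both knockdowns the 5 per direction with the largest smaller change were named, and, where GSK126 called no gene, the 3 per direction with the smallest unadjusted p. A gene that this rule selected is not reported here. For each named gene, the share of its 50-base stretches that occur in another annotated gene was computed. The target sequences of the hairpins were searched in all annotated transcripts and checked against the genome sequence.

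The 7 gene lists were S phase, G2/M phase, E2F target, p53 target, interferon-stimulated, cholesterol synthesis and replication-dependent histone genes. They were tested with camera of limma 3.58.1 at a preset correlation of 0.01, with fry and with camera at an estimated correlation, adjusted over the 7 lists. A list of 16 glycolysis genes and a list of 21 RNAs without poly(A) tails were used for checks only. For the genes lower in both knockdowns, the median change under GSK126 was set against 10000 random lists matched on mean expression in 20 bins. Overlap that arises from shared control libraries was simulated in 20 draws from the fitted dispersions, with unchanged groups and with the shE2F1 effects reassigned at random among genes of like expression. GC content and length were those of the longest annotated transcript of each gene.

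The alternatives were DESeq2, its size factors in edgeR, no filter on low counts, a filter on a mean of at least 50 counts, the 4 libraries of a comparison alone, all 10 libraries in a fit, the replicate as a block, an offset from effective gene length, other thresholds, other set tests, split controls, the S and G2/M phase genes in place of the shared list, and leaving out each replicate in turn. After the data were seen, a correction of each library by regression on splines of GC content and log length (5 degrees of freedom) was added, alone and with the block. Labels of replicates were checked for pairing by correlating the difference between replicates across groups. This pairs the drug replicates and not the knockdown replicates, so that the blocked value is given beside the drug result.

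The pipeline was tested on simulated data, with 200 genes changed. Each was changed by well over 2-fold and had a mean of at least 50 counts. The results below hold for such genes only. The pipeline recovered 97.5% of them with 7 false calls in the shEZH2 design and 98% with 0 in the shE2F1 design. It recovered 71.5% with 0 in the drug design, and 100% with 1 in the drug design with the block. Recovery of changes near 2-fold was not tested. With 2 libraries per group, no exact test of a single gene can reach a p of 0.05, and outlying libraries were not tested. Chromatin data of the study were not analysed here.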

Results

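Messenger RNA was sequenced from MDA-MB-231, an established line of triple-negative breast cancer cells, which lack the estrogen and progesterone receptors and an amplified HER2 gene. The 18 sample records hold 10 distinct libraries in 5 groups of 2, because 8 records repeat the values of another record exactly. In the knockdown experiment, cells received a short hairpin RNA (shRNA), a hairpin that the cell processes into a small RNA directing the destruction of a matching transcript. It was a control hairpin, a hairpin against EZH2 (shEZH2) or a hairpin against E2F1 (shE2F1). In the drug experiment, cells received GSK126, an inhibitor of the methyltransferase activity of EZH2, at 1 uM, or the solvent DMSO. EZH2 is the catalytic subunit of Polycomb repressive complex PRC2, which methylates histone H3 at lysine 27, and E2F1 is a transcription factor of the cell cycle. The total of expected counts per library ran from 13198932 (shEZH2 replicate 1) to 20055550 (DMSO replicate 1). The other totals were 19491509 and 17790706 for control shRNA, 17635903 for shEZH2 replicate 2, 19441814 and 17111884 for shE2F1, 18398902 for DMSO replicate 2, and 16940131 and 17184904 for GSK126. Expression levels are TMM-scaled CPM, the counts of a gene per 1000000 counts of its library, given per library or as mean ± SD of n = 2 libraries, and all fold changes are log2 values from edgeR with their standard error (SE).

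The first question was whether each hairpin lowered its target. EZH2 (ENSG00000106462, GRCh38 chromosome 7, 148807257 to 148884321, minus strand) stood at 153 and 182 CPM in the control libraries and at 52.7 and 44.3 CPM in the shEZH2 libraries. It stood at 120 and 136 CPM in shE2F1, 123 and 127 CPM in DMSO, and 133 and 144 CPM in GSK126. Its change in shEZH2 was -1.79 ± 0.12 (SE), with an edgeR adjusted p of 2.4e-06. Among the alternatives, the correction for GC content and gene length moved this value most, to -1.99. E2F1 (ENSG00000101412, GRCh38 chromosome 20, 33675477 to 33686385, minus strand) stood at 143 and 139 CPM in the control libraries, 25.7 and 22.3 CPM in shE2F1, 84.1 and 109 CPM in DMSO, and 102 and 120 CPM in GSK126. Its change in shE2F1 was -2.54 ± 0.24 (SE), with an edgeR adjusted p of 1.52e-05. E2F1 was also lower in the shEZH2 libraries, at 62.5 and 31.9 CPM, a change of -1.59 ± 0.23 (SE) with an edgeR adjusted p of 0.000172. This last value was -2.14 without shEZH2 replicate 1 and -1.17 without shEZH2 replicate 2. EZH2 in shE2F1 changed by -0.37 ± 0.12 (SE), with an edgeR adjusted p of 0.0227, which does not pass the threshold of 0.01. The target sequence of the EZH2 hairpin lies on GRCh38 chromosome 7 at 148815018 to 148815038, in exon 14 of 20 and in the coding sequence, and matched transcripts of no other gene. The target sequence of the E2F1 hairpin lies on GRCh38 chromosome 20 at 33675885 to 33675905, in the 3′ untranslated region of exon 7 of 7, and also matched transcripts of no other gene.

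**Figure D1:**
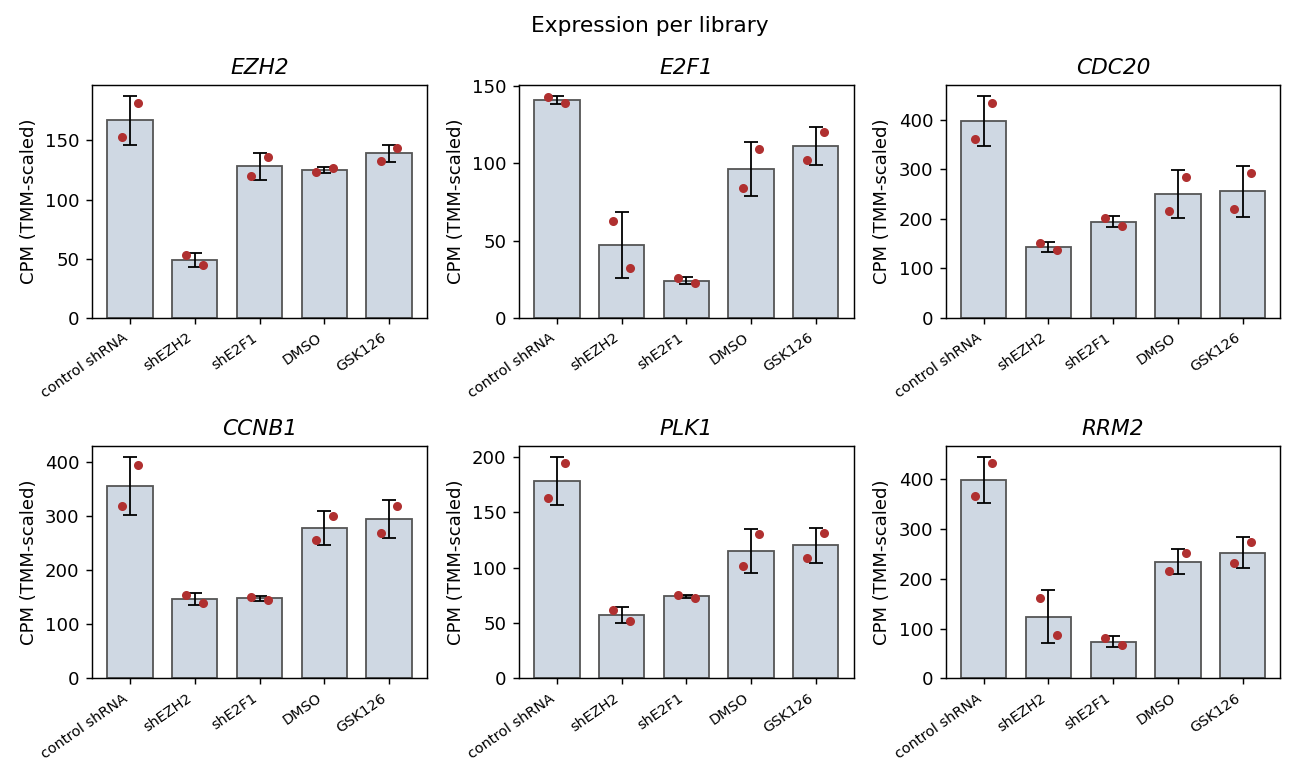
TMM-scaled CPM of EZH2, E2F1 and 4 cell cycle genes, with bars for the mean of each group, error bars for the SD (n = 2) and points for the libraries. EZH2 averaged 167 CPM in control shRNA and 48.5 CPM in shEZH2, and E2F1 averaged 141 CPM in control shRNA, 47.2 CPM in shEZH2 and 24.0 CPM in shE2F1.

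The other genes of PRC2 were followed in every comparison. SUZ12 (ENSG00000178691, chromosome 17, 31937007 to 32001038) changed by 0.07 ± 0.10 (SE) in shEZH2 and by 0.07 ± 0.10 (SE) in shE2F1, with edgeR adjusted p of 0.537 and 0.569. EED (ENSG00000074266, chromosome 11, 86201212 to 86278813) changed by 0.27 in shEZH2 and 0.01 in shE2F1, and neither passed the threshold. EZH1 (ENSG00000108799, chromosome 17, 42700275 to 42745049), the paralog of EZH2, rose from 30.1 ± 2.87 CPM (SD, n = 2) to 70.6 ± 7.95 CPM (SD, n = 2) in shE2F1. That was a change of 1.24 ± 0.12 (SE), with an edgeR adjusted p of 2.5e-05, and in shEZH2 it changed by 0.31. RBBP4 (ENSG00000162521, chromosome 1, 32651142 to 32686211) fell by 0.65 on the log2 scale in shEZH2, with an edgeR adjusted p of 0.000147, which is under the 2-fold requirement. It passed that requirement after the correction for GC content and length, at -1.02. RBBP7 (ENSG00000102054, chromosome X, 16839283 to 16870362) changed by -0.18 in shEZH2 and 0.04 in shE2F1. Directions of small changes depended on the correction for GC content and length, which turned SUZ12 to -0.14 in shEZH2, EED to -0.08 in shE2F1 and RBBP7 to -0.01 in shE2F1. Under GSK126, none of these 5 genes was called, and their changes ran from -0.16 (RBBP4) to 0.09 (EED). All but EED changed sign there in a fit that left out a drug library.

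The comparison of shEZH2 with control shRNA asked which transcripts depend on EZH2. Of 15373 genes tested, 2803 were called at an adjusted p under 0.01 and a change of more than 2-fold, 1156 higher and 1647 lower. At an adjusted p under 0.05 with no requirement on fold, 8550 genes (55.6%) passed, which of all alternatives moved the count most. Among the genes that the naming rule selected, each had both knockdown libraries on the same side of both control libraries. The largest rise among them was that of KRTAP2-3 (ENSG00000212724, chromosome 17, 41059240 to 41060114), from 8.02 ± 4.53 to 413 ± 67.2 CPM (SD, n = 2), a change of 5.71 ± 0.29 (SE) with an edgeR adjusted p of 7.95e-07. Of its 50-base stretches, 39.7% also occur in KRTAP2-4, so its level is uncertain, and its change ran from 5.20 to 6.42 when control replicate 1 or 2 was left out. ANGPTL4 (chromosome 19, 8363289 to 8374370) rose from 5.69 ± 1.17 to 156 ± 18.5 CPM (SD, n = 2), a change of 4.79 ± 0.16 (SE). SPNS2, RRAD and LOX rose by 4.42, 4.36 and 4.35. The largest fall among them was fitted for MYO15B (ENSG00000266714, chromosome 17, 75587800 to 75626849), at -5.49 ± 0.65 (SE). MYO15B had 0 counts in shEZH2 replicate 2, which allows up to 0.170 CPM, and 0.528 CPM in replicate 1, against 14.4 and 6.64 CPM in the control libraries. Its fitted change was -10.62 without shEZH2 replicate 1 and -4.31 without shEZH2 replicate 2, so that its size is set by single libraries. UCP2 (ENSG00000175567, chromosome 11, 73974672 to 73982843) fell from 162 ± 21.7 to 11.7 ± 8.18 CPM (SD, n = 2), a change of -3.84 ± 0.35 (SE) with an edgeR adjusted p of 1.12e-05. The value for UCP2 was -4.77 without shEZH2 replicate 1 and -3.21 without shEZH2 replicate 2. OASL, SEMA3B and HSPG2 changed by -3.81, -3.72 and -3.57, and SEMA3B by -3.10 without control replicate 1.

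Fold changes in shEZH2 followed the GC content of the genes. Across 15366 genes, which are not independent replicates, the log2 change correlated with GC content at r = -0.24, against r = -0.02 in shE2F1 and r = 0.02 in GSK126 with the replicate as a block. The median change in shEZH2 was 0.22 in the tenth of genes with the lowest GC content and -0.51 in that with the highest. After a correction of each library for GC content and length, 2485 genes were called in shEZH2, of which 2080 were also called without it.

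**Figure D2:**
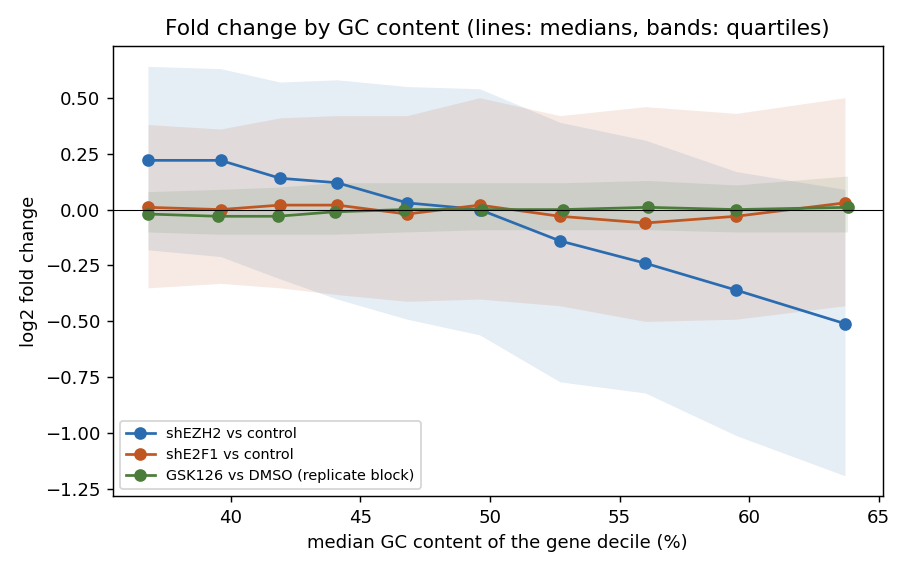
Log2 fold change against the median GC content (%) of gene deciles, with lines for the median and bands for the quartiles of each comparison. Only the shEZH2 line falls with GC content, from 0.22 in the first decile to -0.51 in the last.

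The comparison of shE2F1 with control shRNA asked the same of E2F1. Of 15373 genes tested, 1777 were called, 861 higher and 916 lower, and 6879 (44.7%) passed an adjusted p under 0.05. Among the genes selected by the naming rule, the largest rise was that of RELN (ENSG00000189056, chromosome 7, 103471381 to 103989658), from 2.96 and 2.90 CPM in the control libraries to 56.9 and 63.1 CPM, a change of 4.36 ± 0.21 (SE) with an edgeR adjusted p of 8.13e-07. PDE5A, TRIM29, LBH and TSPAN8 rose by 4.12, 3.79, 3.62 and 3.42. TRIM29 rose by 4.50 without control replicate 1 and by 3.33 without control replicate 2. The largest fall among them was that of COL6A3 (ENSG00000163359, chromosome 2, 237324003 to 237414328), from 29.0 ± 5.71 to 1.93 ± 0.446 CPM (SD, n = 2), a change of -3.90 ± 0.33 (SE) with an edgeR adjusted p of 8.23e-06. IL11, ADAM19, TNC and NEURL1B changed by -3.69, -3.57, -3.34 and -3.32. ADAM19 overlaps another protein-coding gene on the same strand, though 0.0% of its 50-base stretches occur in another gene. Whether the overlap affects its level was not tested further. ADAM19 and TNC were called in the opposite direction in shEZH2, where they rose by 1.97 and 2.20. TRIM29 and TSPAN8 were also called in the opposite direction there, at -1.18 and -1.78. TRIM29 in shEZH2 was at -0.83 after the correction for GC content and length.

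The overlap of both knockdowns addressed whether EZH2 and E2F1 act on the same genes. Genes called lower in both numbered 244, and genes called higher in both numbered 254. A further 59 genes were lower in shEZH2 and higher in shE2F1, and 49 were higher in shEZH2 and lower in shE2F1, so that 82.2% of the 606 genes called in both had the same direction. Both contrasts use the same control libraries, so that noise in the controls enters both. With shared controls and no effect at all, the simulated count of genes lower in both averaged 0.05 (0 to 1). That of genes higher in both also averaged 0.05 (0 to 1). In 20 simulated data sets with shared controls and effects that fell on genes independently, the count of genes lower in both averaged 154 (131 to 177). That of genes higher in both averaged 145 (124 to 168), and both were below the observed counts in each data set. The simulated lists were longer than the observed ones, with 3149 to 3254 genes called in shEZH2 and 2196 to 2333 in shE2F1. The simulated counts are thus not matched in list size. Across genes, which are not independent replicates, the log2 changes of both knockdowns correlated at r = 0.292. With no effect at all, shared controls gave a simulated r of 0.5 (0.466 to 0.527), and with independent effects 0.0449 (0.027 to 0.071). With a different control library for each knockdown, r was 0.192. The alternative that moved the overlap most was an adjusted p under 0.05 with no requirement on fold, with 1570 genes lower and 1319 higher in both. Under the naming rule, the genes lower in both with the largest changes included IL11, TGFB1I1, FLOT1 and LRRC61. IL11 (ENSG00000095752, chromosome 19, 55364382 to 55370463) fell from 141 ± 8.14 CPM to 16.6 ± 1.30 CPM in shEZH2 and 10.8 ± 0.122 CPM in shE2F1 (SD, n = 2). Of the 50-base stretches of LRRC61, 22.4% also occur in ZBED10P. Under that rule, the genes higher in both with the largest changes were CLDN1, RRAD, SPNS2, SERPINB7 and VLDLR. CLDN1 (ENSG00000163347, chromosome 3, 190305707 to 190322446) rose from 3.91 ± 0.156 CPM to 26.6 ± 1.81 CPM in shEZH2 (SD, n = 2) and to 34.8 and 32.7 CPM in the shE2F1 libraries.

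**Figure D3:**
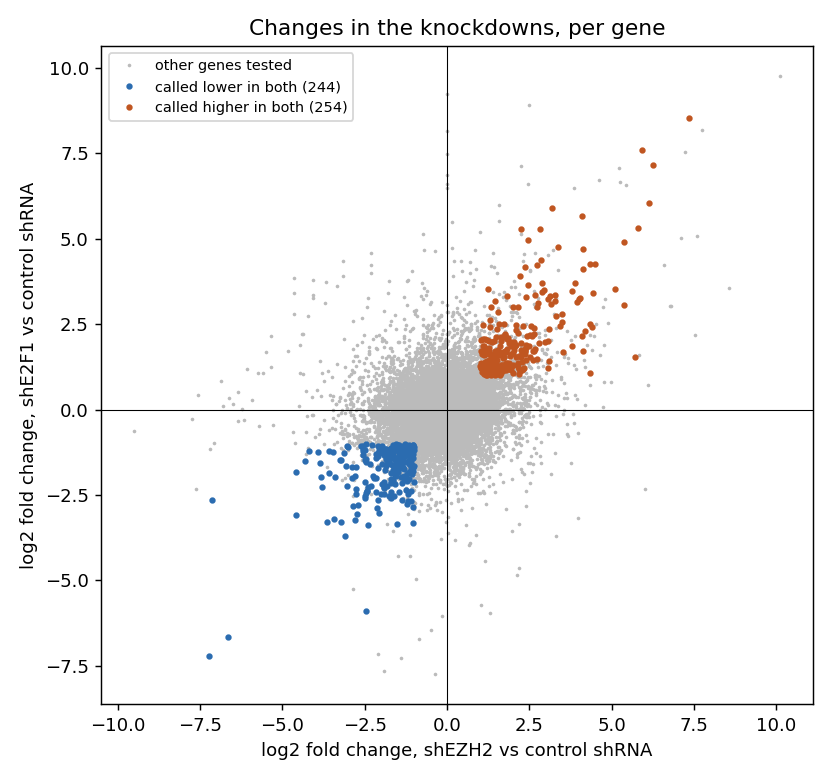
Log2 fold change in shE2F1 against that in shEZH2, each against the same control libraries, with a point per gene tested. The 244 genes called lower in both are blue and the 254 called higher in both are orange.

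The difference between both knockdowns was tested directly. Of 15373 genes, 3582 were called between shEZH2 and shE2F1, 1598 higher and 1984 lower in shEZH2.

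Of the cell cycle genes named in advance, CDC20, CCNB1, PLK1, E2F5 and RRM2, all were called lower in both knockdowns. The study had described changes of all of them after these knockdowns, so that they are not independent evidence. CDC20 (ENSG00000117399, chromosome 1, 43358981 to 43363203) fell from 397 ± 50.8 CPM to 143 ± 10.3 CPM in shEZH2 and 194 ± 11.7 CPM in shE2F1 (SD, n = 2), changes of -1.48 ± 0.11 and -1.03 ± 0.11 (SE) with edgeR adjusted p of 3.43e-06 and 3.09e-05. The change of CDC20 in shE2F1 was just past the 2-fold requirement. It was -0.98 with a filter on a mean of 50 counts, -0.89 without control replicate 2 and -0.97 without shE2F1 replicate 2. CCNB1 (ENSG00000134057, chromosome 5, 69167135 to 69178245) changed by -1.28 ± 0.11 in shEZH2 and -1.26 ± 0.11 in shE2F1 (SE). PLK1 (ENSG00000166851, chromosome 16, 23677656 to 23690367) changed by -1.65 ± 0.12 in shEZH2 and -1.26 ± 0.11 in shE2F1 (SE). E2F5 (ENSG00000133740, chromosome 8, 85177154 to 85217158) was the least expressed, at 7.13 ± 1.10 CPM (SD, n = 2) in control shRNA, and changed by -1.68 ± 0.29 in shEZH2 and -2.13 ± 0.29 in shE2F1 (SE). RRM2 (ENSG00000171848, chromosome 2, 10120698 to 10211725) changed by -1.69 ± 0.22 in shEZH2 and -2.42 ± 0.23 in shE2F1 (SE). Its shEZH2 libraries stood at 162 and 86.9 CPM, and its change was -2.19 without shEZH2 replicate 1 and -1.30 without shEZH2 replicate 2.

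The study related the shared genes to the cell cycle, and 7 gene lists fixed in advance were tested with limma's camera, adjusted over the 7 lists of each comparison. In shEZH2, 5 lists passed an adjusted p of 0.05. The S phase genes had a median change of -0.57 (37 of 43 genes lower, adjusted p 6.33e-06), the G2/M phase genes -0.39 (48 of 54 lower, adjusted p 5.11e-06) and the E2F target genes -0.58 (40 of 50 lower, adjusted p 1.38e-06). The interferon-stimulated genes had a median of -1.12 (17 of 24 lower, adjusted p 2.91e-05) and the replication-dependent histone genes a median of 1.17 (7 of 28 lower, adjusted p 2.80e-05). The p53 target genes (-0.04, or 0.03 after the correction for GC content and length, adjusted p 0.819) and the cholesterol synthesis genes (0.22, adjusted p 0.618) did not pass. In shE2F1, 2 lists passed: the G2/M phase genes at -0.85 (52 of 54 lower, adjusted p 9.28e-20) and the interferon-stimulated genes at 0.54 (2 of 24 lower, adjusted p 1.81e-05). The S phase genes (0.03, or -0.04 after that correction, adjusted p 0.410), E2F target genes (-0.06, adjusted p 0.606), p53 target genes (0.26, adjusted p 0.206), cholesterol synthesis genes (-0.32, adjusted p 0.143) and histone genes (0.30, adjusted p 0.206) did not. Under fry, all of these calls held in both comparisons and the p53 target genes in shE2F1 passed as well, at an adjusted p of 0.0287. In other settings fry did not hold throughout, with the adjusted p reaching 0.0931 for the S phase and 0.0796 for the E2F target genes in shEZH2 with the replicate block, and 0.0616 for the interferon-stimulated and for the p53 target genes in shE2F1 with no filter on low counts. With no filter on low counts, camera also called the cholesterol synthesis genes in shE2F1, at an adjusted p of 0.0273. With a correlation between genes estimated from the data, which moved the result most, 0 lists passed in either comparison, with the lowest adjusted p at 0.511 in shEZH2 and 0.703 in shE2F1. In shEZH2, 13 S phase, 7 G2/M phase and 18 E2F target genes were called over all genes tested, and 13, 7 and 18 when adjusted over the list alone. The same held for the 11 interferon-stimulated, 11 histone, 4 p53 target and 2 cholesterol synthesis genes. In shE2F1, 16 G2/M phase, 9 interferon-stimulated and 6 histone genes were called over all genes tested, and 16, 9 and 5 when adjusted over the list alone. There, 3 S phase, 4 E2F target, 4 p53 target and 5 cholesterol synthesis genes were called in either way. The genes lower in both knockdowns held 4 G2/M phase genes, against 0.857 expected from the genes tested (Fisher's exact test, adjusted p 0.0735), 1 S phase gene and 1 E2F target gene. The genes higher in both held 4 histone genes, against 0.463 expected (Fisher's exact test, adjusted p 0.0153).

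**Figure D4:**
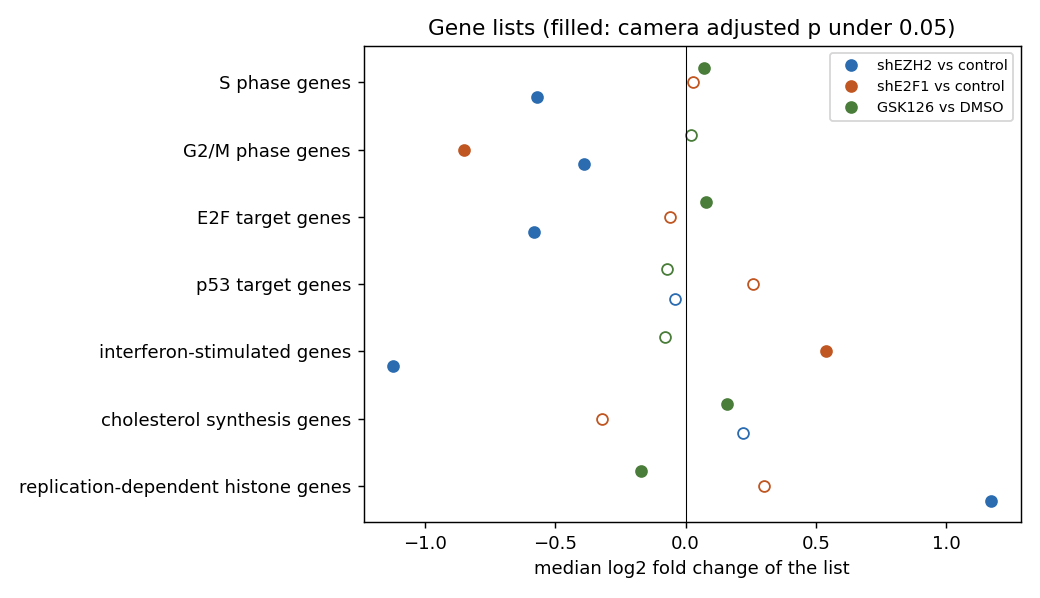
Median log2 fold change of 7 gene lists in 3 comparisons, with filled points for lists with a camera adjusted p under 0.05. The E2F target and S phase genes lie at -0.58 and -0.57 in shEZH2 and at -0.06 and 0.03 in shE2F1, where the S phase value is -0.04 after the correction for GC content and length.

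The comparison of GSK126 with DMSO asked whether blocking the catalytic activity of EZH2 changed transcription. Of 14632 genes tested, 0 were called, and 577 had an unadjusted p under 0.05. The drug replicates behaved as batches. The difference between replicates 1 and 2 in DMSO correlated with that in GSK126 at r = 0.70 across 11919 genes, against 0.03 to 0.19 between the groups of the knockdown experiment. With the replicate as a block, 68 genes were called, 53 higher and 15 lower, and 1990 passed an adjusted p under 0.05. That block was the alternative that moved the count most, and DESeq2 without a block called 10. Under the naming rule, the genes with the smallest unadjusted p and a rise were TFPI2 (1.12 ± 0.14, SE), EFEMP1 (0.90 ± 0.11, SE) and NNMT (1.21 ± 0.15, SE), none of them called by edgeR without the block. DESeq2 without a block called TFPI2 and NNMT, with adjusted p of 0.000934 and 0.00181. TFPI2 (ENSG00000105825, chromosome 7, 93885396 to 93890753) stood at 14.7 ± 0.815 CPM in DMSO and 32.1 ± 3.01 CPM in GSK126 (SD, n = 2), with an edgeR adjusted p of 0.579 without the block and 6.4e-12 with it. Those with a fall were ERRFI1 (-0.52), ABHD3 (-0.62) and CTSD (-0.39), not called by either tool without the block. Of the 50-base stretches of CTSD, 61.3% also occur in an overlapping readthrough gene on the same strand, so that its level is uncertain. With the block, and chosen after their values were seen, TNFRSF11B, FLG, CLDN1, NNMT and TNC had the largest rises among the genes that met the naming rule's other conditions, at 1.60, 1.33, 1.25, 1.21 and 1.21, and DESeq2 called each of them without a block. In the fit without the block, CLDN1 was at 0.97 without GSK126 replicate 1 and TNC at 0.98 without GSK126 replicate 2. EZH2 changed by 0.14 and E2F1 by 0.20 under GSK126, with edgeR adjusted p of 1 in both cases. With the replicate block, the adjusted p was 0.0150 for EZH2 and 0.00151 for E2F1, with both changes under 2-fold. CDC20, CCNB1, PLK1, E2F5 and RRM2 changed by 0.03, 0.08, 0.05, 0.09 and 0.11. All of these but E2F5 changed sign in a fit that left out a drug library, CDC20 to -0.19 without GSK126 replicate 2.

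The genes lower in both knockdowns were then followed under GSK126. Of the 244, 238 were tested in the drug libraries and 0 were called (577 of all genes had an unadjusted p under 0.05). Their median change was 0.037, above the range of 10000 random lists of matched expression (-0.029 to 0.012, central 95%), against medians of -1.62 in shEZH2 and -1.49 in shE2F1 for the 244 genes. After the correction for GC content and length, the list was chosen anew and held 209 genes, 180 of them among the 244. Its median under GSK126 was 0.022. With the replicate block as well, 177 of the 209 genes chosen were among the 244, and the median was 0.013. The random lists were drawn for the 244 genes without that correction. Whether 0.013 lies above lists like its own was therefore not tested. For the 244 genes without the correction, neither camera (adjusted p 0.0983) nor fry (adjusted p 0.662) called the list. Within the replicates the median was 0.018 for replicate 1 and 0.058 for replicate 2, and with the replicate as a block it was 0.036, with 1 gene of the list called, a camera adjusted p of 0.0563 and a fry adjusted p of 0.433. Among the 7 fixed lists, camera called 4 under GSK126, the cholesterol synthesis genes (0.16, adjusted p 0.00356), the E2F target genes (0.08, adjusted p 0.00356), the S phase genes (0.07, adjusted p 0.0103) and the histone genes (-0.17, adjusted p 0.00717). Under fry, and with an estimated correlation, 0 of the 7 held, while camera gave 4 lists with an adjusted p under 0.05. The cholesterol synthesis genes passed fry with no filter on low counts (adjusted p 0.0179) and with a filter on a mean of 50 counts (0.0339), and the histone genes no longer passed camera with no filter (0.124). The G2/M phase (0.02), p53 target (-0.07) and interferon-stimulated genes (-0.08) were not called by camera. No gene of the 7 lists was called under GSK126 without the block, and 0 were called when adjusted over the list alone. With the block, 2 histone genes were called lower and 1 higher, and 4 were called when adjusted over the list alone.

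The effects of the EZH2 hairpin and of the inhibitor were compared in a fit of all 10 libraries. The change in shEZH2 differed from the change under GSK126 for 2176 of 15773 genes, 809 with a higher and 1367 with a lower value in shEZH2. For CDC20, CCNB1, PLK1, E2F5 and RRM2 this difference was -1.49, -1.34, -1.68, -1.76 and -1.78, with edgeR adjusted p from 0.000129 (PLK1) to 0.00177 (E2F5). Across 14377 genes, which are not independent replicates, the changes under GSK126 and in shEZH2 correlated at r = 0.05.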

Values the study reported

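After EZH2 knockdown, the study reported 952 genes with higher and 1391 genes with lower expression. After E2F1 knockdown, it reported 642 genes with higher and 792 with lower expression. It listed 187 genes as lower, and 207 as higher, in both knockdowns.
In its cell cycle analysis, cells in G1 decreased by 24.9% after EZH2 knockdown and by 26.8% after E2F1 knockdown, and cells in G2/M increased by 14.2% and 12.7%.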

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

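The test on a weaker loss of E2F1 and the corrections for GC content and length were chosen only after the results were seen. Each result in this part is a difference between the change in shEZH2 and the change in shE2F1, tested directly between the libraries of both knockdowns, so that no control library enters the estimated difference, although the control libraries were part of the fit and so of its filter, scaling and dispersion. Of the 7 gene lists, 5 differed under camera and under fry, and 0 did with an estimated correlation, where the adjusted p was 0.635 for every list. The p53 target genes passed under fry (adjusted p 0.0390) but not under camera (0.353), and are not treated further. The cholesterol synthesis genes, with a median difference of 0.60, were just short of passing camera (adjusted p 0.056) and passed it in 4 of the 7 settings (range 0.00676 to 0.118), but did not pass fry. In that direct comparison 9873 genes had an unadjusted p under 0.05. With 2 libraries per group, the camera values rest on the assumption that genes of a list vary nearly independently. Over the 7 settings in which the lists were tested, the median differences kept their sign and camera called each of the 5 lists, while the fry adjusted p exceeded 0.05 in some settings for all but the interferon-stimulated genes.

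The S phase genes were lower in shEZH2 than in shE2F1 by a median of -0.43 (37 of 43 genes, fry adjusted p 0.0481, range 0.0389 to 0.119), and the E2F target genes by -0.57 (41 of 50 genes, fry adjusted p 0.0407, range 0.0368 to 0.0854). The lists share 21 genes. A dependence on GC content did not account for the whole difference, since after the correction the larger of the camera adjusted p values of both lists was 0.000312 (range over the settings 1.71e-06 to 0.00238 for the S phase genes and 5.81e-08 to 0.000231 for the E2F target genes). A weaker loss of E2F1 in shE2F1 is argued against by the level of E2F1 itself, which was higher in shEZH2 than in shE2F1 by 0.95 (log2). The shEZH2 libraries stood at 62.5 and 31.9 CPM and the shE2F1 libraries at 25.7 and 22.3 CPM. The direction thus held in each library, but the size of the difference depends on single libraries. The hypothesis that EZH2 maintains these genes in part independently of the level of E2F1 mRNA may be worth a test, but protein levels and the growth of the cells were not measured in these libraries. Each gene was targeted by a single hairpin, so that an effect of the hairpin other than on its target stays open and was not tested for these lists.

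The G2/M phase genes differed in the other direction, by 0.39, with 16 of 54 genes lower in shEZH2 than in shE2F1 (fry adjusted p 0.0481, range 0.0273 to 0.0519). After the correction for GC content and length, the camera adjusted p was 0.00628 (range over the settings 0.00012 to 0.0247), which argues against that trend as the whole cause. A different distribution of the cells over the cell cycle in each knockdown could also give these differences. The changes in G1 and G2/M that the study measured, quoted above, were of similar size in both knockdowns. The study collected those cells 72 h after transduction. The RNA came later, after 24 h with virus and 72 h of selection, and the study's text gives no value for S phase. A difference of this kind in the sequenced cells thus stays open. Nothing in these libraries tests it.

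The interferon-stimulated genes were lower in shEZH2 than in shE2F1 by a median of -1.85 (fry adjusted p 0.0137, range 0.00789 to 0.0273), being lower than control in shEZH2 and higher in shE2F1. The difference was not carried by a few genes, since 91.7% of the 24 members tested were lower in shEZH2 than in shE2F1. After the correction for GC content and length the camera adjusted p was 2.34e-11 (range over the settings 1.25e-13 to 3.97e-09). A response to the lentivirus or to the hairpin RNA that differed between the transductions may contribute, since it would move these genes as a group. It was not tested, because each hairpin has a single construct here and untransduced cells belong to another experiment. A biological effect of each knockdown stays open as well.

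The replication-dependent histone genes were higher in shEZH2 than in shE2F1 by a median of 0.84, with 7 of 28 genes lower (fry adjusted p 0.0249, range 0.00789 to 0.0518). The camera adjusted p after the correction for GC content and length was 0.000397 (range over the settings 0.00036 to 0.0094), which argues against that trend as the whole cause. These transcripts lack a poly(A) tail, and the libraries were selected on poly(A), so that carry-over of such RNA could raise them. Other RNAs without poly(A) tails had a median change of 0.21 in shEZH2, and of -0.22 in shE2F1, a difference in the direction that carry-over would give. Only 5 of the 21 listed were tested, and they went both ways, so that carry-over cannot be told apart from a change in histone transcripts. A larger share of cells in S phase would be expected to raise the S phase genes too, and these were lower in shEZH2, at -0.57 against control. Yet 21 of these 43 genes are also on the E2F target list, and E2F1 itself changed by -1.59 in shEZH2. Their level is thus no clear gauge of that share, which stays open. Polyadenylation of histone transcripts was not tested.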

How the results depend on the processing

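The corrections for GC content and length, alone and with the replicate block, and the offset from effective gene length for the targeted genes, for the correlation, for the GSK126 median and for the difference between hairpin and inhibitor, were chosen only after the results were seen. The tests of the comparisons, the thresholds, the rule for naming genes and the other alternatives were set before the data were examined. Genes named outside that rule, and tests of explanations raised by the results, were chosen later.

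The counts of called genes in the 3 knockdown comparisons, in the difference between hairpin and inhibitor and in both shared lists stayed within 1.5 times the reported count under DESeq2, its size factors, both other filters, the block, the length offset, the GC correction and an adjusted p of 0.05 with 2-fold. They also did so with all 10 libraries in a fit, apart from the difference between hairpin and inhibitor, which already uses that fit, and with the 4 libraries of a comparison alone, which was run for each knockdown against control and for the shared lists. These counts rose with an adjusted p of 0.05 and no requirement on fold, to 8550 in shEZH2 (from 2803), 6879 in shE2F1 (from 1777), 9267 between the knockdowns (from 3582), 5780 for the difference from GSK126 (from 2176), 1570 lower in both (from 244) and 1319 higher in both (from 254), because that setting admits small changes. Leaving out 1 library at a time, the genes that kept their direction and stayed over 2-fold numbered 2406 to 2742 in shEZH2, 1642 to 1710 in shE2F1, 3215 to 3493 between the knockdowns, 1887 to 2154 for the difference from GSK126, 198 to 242 lower in both and 231 to 252 higher in both. EZH2 in shEZH2 ran from -1.91 to -1.66 and E2F1 in shE2F1 from -2.65 to -2.45.

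For GSK126 the 0 calls (577 genes at an unadjusted p under 0.05) became 10 with DESeq2, 68 with the replicate block and 48 with the block and the GC correction. The block removes a difference between replicates that DMSO and GSK126 share, and the cause of the DESeq2 count was not tested. With no gene called, leaving out a library gives no value for this count. The median change under GSK126 of the genes lower in both knockdowns (0.037) ran from -0.014 to 0.107 across the 4 fits that each left out a library. Its sign changed without DMSO replicate 1 (-0.008) and without GSK126 replicate 2 (-0.014). Leaving out a single library of a replicate pair lets the difference between replicates into the contrast. With all libraries kept and the list chosen anew in each setting, the median ran from 0.013 (GC correction with the block) to 0.041 (filter on a mean of 50 counts). The random lists, with an upper limit of 0.012, were drawn for the 244 genes with no GC correction. Whether the lower value lies above such lists was therefore not tested.

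The correlation of the knockdown effects (0.292) was 0.401 with no filter on low counts, 0.192 with split controls, and 0.257 to 0.427 with a library left out. It was 0.427 without either control replicate. Split controls remove the noise that shared controls bring into both contrasts, and the cause of the other shifts was not tested. With an estimated correlation between genes, 0 lists passed in shEZH2 (from 5), 0 in shE2F1 (from 2) and 0 in GSK126 (from 4), and fry gave 0 in GSK126, where 577 genes had an unadjusted p under 0.05. Single lists crossed the fry threshold in some settings, among them the cholesterol synthesis genes under GSK126 with no filter on low counts (0.0179) and with the filter on a mean of 50 counts (0.0339).

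Among the settings that kept all libraries, directions reversed under the GC correction, alone and with the block, for values near 0. The p53 target genes in shEZH2 moved from -0.04 to 0.03 and 0.02, the S phase genes in shE2F1 from 0.03 to -0.04 in both, SUZ12 in shEZH2 from 0.07 to -0.14 in both, EED in shE2F1 from 0.01 to -0.08 in both, and RBBP7 in shE2F1 from 0.04 to -0.01 in both. The cause was not tested. With a library left out, signs also changed for SUZ12 in both knockdowns, EED and RBBP7 in shE2F1, and SUZ12, EZH1, RBBP4, RBBP7, CDC20, CCNB1, PLK1 and RRM2 under GSK126, to values from -0.19 to 0.07 and each by less than the spread between replicates. Of 1056 values of single genes and lists under alternatives that kept all libraries, 1019 kept their direction and side of the threshold, 25 passed it newly, 2 no longer passed and these 10 reversed. Of 364 values of single genes with a library left out, 361 moved by less than the spread between replicates and 3 by more. With 2 libraries per group, a gene whose libraries differ, such as MYO15B or UCP2 in shEZH2, has a fold change of uncertain size.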

Other observations

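The test of E2F1 under other scalings, the corrections for GC content and length, and the choice of GAPDH were made only after the results were seen.

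At an adjusted p under 0.05, 55.6% of the genes tested differed between shEZH2 and control shRNA. The changes followed GC content in part, which may reflect library preparation. After the correction for GC content and length, 54.8% of the genes passed the same threshold, and 2485 genes were still called, against 2803 without it, which argues against that trend as the cause of the large share. Of the 2803, 2080 were called in both ways, so the calls of the others depend on the correction. A difference along GC content also arose between the control libraries, where replicate 1 against replicate 2 gave r = 0.22, so that such a trend can arise with no loss of EZH2. Against the mean of the controls, the shEZH2 libraries gave r = -0.25 and -0.24. Whether their common trend is technical or an effect of losing EZH2 stays open, since both carry it.

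GAPDH (chromosome 12, 6534512 to 6538374), chosen after its values were seen, fell from 5650 ± 285 to 704 ± 131 CPM (SD, n = 2) in shEZH2, a change of -3.01. GAPDH is a common reference for quantitative PCR. In shE2F1 it changed by -1.09, or by -0.97 without shE2F1 replicate 2, and under GSK126 by -0.09. Of its 50-base stretches 20.4% occur in other genes, but GAPDH summed with its 65 pseudogenes changed by -3.02, so reads were not moved to pseudogenes. The other 16 glycolysis genes had a median change of -0.50 in shEZH2, the lowest being PFKL at -1.34 (in shE2F1 their median was -0.65, the lowest being SLC2A1 at -2.45), so a fall of the pathway as a group does not reach the change of GAPDH. The correction for GC content and length gave -2.60. Off-target silencing through the seed of the hairpin, its bases 2 to 8, could lower a transcript with a matching site, but 0 of 11 GAPDH transcripts have that site. Across 12671 genes, the 2878 with a seed site in the 3′ untranslated region were higher, not lower, in shEZH2 than the others, by 0.304 (one-sided permutation test for lower values, p = 1). The permutations themselves gave 0.168 to 0.231, so much of this difference arises with no effect of the seed. After the correction for GC content and length the difference was 0.057, against 0 to 0.06 in the permutations (p = 0.964 in the same permutation test). Off-target action by other pairing was not tested. A regulation of GAPDH by EZH2, or another effect of this hairpin, stays open as a hypothesis, and a second hairpin would be needed to separate them.

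The overlap of both knockdowns exceeded what shared control libraries gave in simulated data. With no effect, the largest simulated count of genes lower in both was 1. With effects that fell on genes independently it was 177, against 244 observed. The 177 includes genes on which effects of both knockdowns fell by coincidence. The excess is consistent with common effects of both knockdowns, which could include effects of slower growth that any knockdown of a growth gene would give. Of the 244 genes, 4 are on the fixed G2/M phase list and 1 on the S phase list. Those lists hold only 54 and 43 genes tested, so that these counts cannot speak against effects of slower growth. No hairpin against an unrelated growth gene is among the libraries.

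E2F1 mRNA was lower in shEZH2 than in control shRNA by -1.59. Over the other scalings, the highest value was -1.56, which argues against scaling as the cause. After the correction for GC content and length it was -1.16, so that trend may account for part of the change but not the whole. Without shEZH2 replicate 2 the value was -1.17 and without replicate 1 it was -2.14, so its size depends on single libraries. A loss of E2F1 in shEZH2 is a candidate explanation for part of the overlap of both knockdowns, and the libraries cannot separate it from a joint action of both proteins on the same genes.

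Under GSK126, genes higher in shEZH2 tended to be higher. Their median change was 0.076, with a camera adjusted p of 2.6e-05 with the replicate block, while fry gave 0.167. Across genes, the changes under GSK126 with the block correlated at 0.05 with those in shEZH2 and at 0.003 with those in shE2F1. A common effect of losing the methyltransferase activity of EZH2 may therefore be present and small in the genes higher in shEZH2. It cannot be told apart from variation that the genes share, because camera and fry differ. Genes lower in shEZH2 did not fall under GSK126 with the block. Their median was 0.007, above the range of random lists (-0.012 to 0.003), with a camera adjusted p of 0.673. These genes thus show no common effect. Genes higher in shE2F1 only, which would move if the shift belonged to any knockdown, had a camera adjusted p of 0.0394, a fry adjusted p of 0.167, 11 of 498 genes called and a median of 0.024, inside the range of random lists (-0.003 to 0.039). Genes higher in both knockdowns moved most, with a median of 0.155 (camera adjusted p 2.6e-05, fry 0.222, 5 of 218 called), which goes with a shift common to the knockdowns. Genes higher in shEZH2 only moved as well, with a median of 0.061 (camera adjusted p 8.21e-05, fry 0.167, 12 of 778 called). Their median goes with an effect of EZH2, but their share of called genes was no higher than that of the genes higher in shE2F1 only. A shift of genes that rise under any knockdown thus cannot be told apart either. The list was chosen on the knockdown libraries, and the drug libraries are independent of that choice.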
